A study of Nothobranchius furzeri with 16 samples. Its data were reported in "Reduced proteasome activity in the aging brain results in ribosome stoichiometry loss and aggregation" (2020).

How the data were processed

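Total RNA of the brain of the annual killifish Nothobranchius furzeri was sequenced in 16 libraries that fall into 4 groups of 4: fish of the strain MZM-0410 at 5, 12 and 39 weeks post hatching (wph), and fish of the strain GRZ at 5 wph. Per the labels, the fish were fasted and killed at the same time of day, RNA was taken from protein lysates by phenol and chloroform extraction, and stranded libraries were made after depletion of ribosomal RNA. The labels give each library as a separate sample and the study describes samples of single fish, so the replicates are taken here as separate animals. The study gives n = 5 per age group for its transcriptome, and 4 per age group are held here, for a reason not known. For its proteome comparisons it kept the 4 best correlated samples of a group. Whether the libraries were chosen in that way is not known.

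The authors deposited 1 table of raw read counts per annotated gene, with 1 column per library and no pooling. According to the submitters' processing notes and the methods of the study, they used bcl2fastq 1.8.4, TopHat2 2.1.0 for alignment to the Nfu_20150522 genome and featureCounts 1.5.0 on the genebuild_v1.150922 annotation. Counting ignored the strand although the kit marks it, so reads of a gene and of an antisense or overlapping partner cannot be told apart. Duplicated copies of a gene, which are frequent in teleost fish, can share reads, and values of single copies are uncertain to that extent. The table held 26739 genes, no column of other samples and no line without a gene.

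The count table does not pair its gene identifiers with names, and 0 of its identifiers were found in the reference gene table used here, which belongs to the assembly NfurGRZ-RIMD1. Names were therefore taken from the pairs of gene identifier and human orthologue printed in the supplementary tables of the study, as identities only and with no value from them. These tables are held in part. They gave 1 name to 5369 genes, or 20.1% of the table, and 14 genes with more than 1 name were left unnamed. Many of these tables are ranked by change in the same study, so that changed genes are named more often than others: in the comparison of 12 with 5 wph a name was held for 86.5% of the genes past the threshold and for 25.6% of the rest. The corresponding shares were 52.3% and 26.3% for 39 against 12 wph, 49.1% and 22.2% for 39 against 5 wph, and 41.9% and 27.3% between the strains. Symbols are therefore those of human orthologues, and a count over a gene list describes its named members and does not estimate the share of the whole list. Of all genes tested, named or not, 6.60%, 9.64%, 24.9% and 10.1% passed the threshold in these comparisons in turn. Named genes passed more often, so a list count alone does not show that the list changed more than other genes.

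Each comparison used the 8 libraries of its 2 groups only. Genes were filtered with filterByExpr, libraries were scaled with TMM, and differences were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over the genes tested. A gene is said to have changed at an adjusted p under 0.05. The study used DESeq2, which was run as an alternative (version 1.42.0). The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM values of edgeR, which are counts relative to the library total, with TMM scaling over the 16 libraries, given as mean ± SD with n = 4, and they describe the groups without entering a test. Principal components were computed on log2 CPM with a prior count of 2, over the 500 genes with the highest variance. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

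The groups, tests, alternatives, gene lists and the rule for the genes named below were fixed before the data were examined. By that rule the text draws, per comparison, on named genes past the threshold whose libraries do not overlap between the groups. From these it takes the 6 with the smallest p and the 6 with the largest fold change at an average log2 CPM of 1 or more, in each direction. Some of the genes that the rule names are not reported here. A fixed set of genes for glia, neurofilament, ribosome, proteasome, autophagy and chaperones was followed in all comparisons, and 4 of its proteasome and ubiquitin genes had no tested gene with a name. Of each list described, the 4 members with the smallest p could be named. The 42 gene lists held 1350 symbols, of which 617, or 45.7%, had a named gene. This is under the 80% set as the lowest share for tests of whole lists, so no such test was run. Beside the count over all genes tested, each list is given with its count adjusted over the list alone. The lists of immediate early and glucocorticoid response genes were written after the first lines of a result table of the study for 12 against 5 wph had been read, and they are not independent of these samples.

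The procedure was tested on simulated counts with 200 changed genes per comparison. At 4-fold changes edgeR called 96.8% of the changed genes in 12 against 5 wph, 96.9% in 39 against 12 wph, 96.8% in 39 against 5 wph and 100% between the strains. At 2-fold changes the shares were 84.1%, 81.5%, 74.2% and 78.8%, and at a log2 fold change of 0.5 they were 45.5%, 45.5%, 47.0% and 31.8%. A small change that misses the threshold is therefore not shown to be absent. Between 6 and 15 unchanged genes were called per comparison. They made up 8.28%, 9.38%, 4.08% and 6.21% of all genes called in the simulated counts, in the same order. Only in 39 against 5 wph was this share under the threshold set for the adjusted p.

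Replicates were compared before they were averaged. All 24 pairs of libraries within groups differed by more than sampling noise, with a chi-square per degree of freedom of 2.51 to 7.85 over genes with at least 10 counts in the pair. Alternatives were RLE size factors, no filter beyond a count above 0, DESeq2, 1 fit over all 16 libraries, counts thinned to the smallest library of 3.93 M, and each library left out in turn. Leaving out doubtful libraries together was added after the data had been seen. Comparisons that share a group were set against 20 simulations of unchanged groups and against 6 splits of the shared group into parts of 2 libraries. Positions in the genome are not used here.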

Results

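The data comprise 16 total RNA libraries of the brain of the short-lived killifish N. furzeri, 4 for each of 4 groups. The strain MZM-0410 was sampled at 5, 12 and 39 wph, which the study treats as young, adult and old fish, and the strain GRZ was sampled at 5 wph. Total counts assigned to genes were 3.93, 8.24, 4.63 and 4.60 M in MZM-0410 at 5 wph, 5.48 to 9.45 M at 12 wph, 8.27 to 8.74 M at 39 wph and 8.80 to 10.6 M in GRZ (M, mega). Between 20608 and 21603 genes had at least 1 count per library. Depth was thus lowest in the group that 3 of the 4 comparisons share.

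The first principal component held 33.1% of the variance and placed the GRZ libraries between 25.6 and 29.6 and every MZM-0410 library at -1.57 or below, with 39 wph (-19.0 to -13.4) apart from 5 wph (-8.26 to -1.57). The second held 16.7% and ran with age in MZM-0410, from -23.0 to -3.44 at 5 wph over -13.4 to 9.07 at 12 wph to 0.147 to 18.4 at 39 wph. On it GRZ at 5 wph lay at 0.850 to 9.82, above MZM-0410 of the same age, so it did not follow age alone. The third held 8.99% and set replicate 1 of 12 wph (18.6) apart from the other 12 wph libraries (-1.16 to 0.304). The mean Spearman correlation of 2 libraries was 0.984 to 0.986 within groups, and lowest between MZM-0410 at 39 wph and GRZ (0.966).

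**Figure D1:**
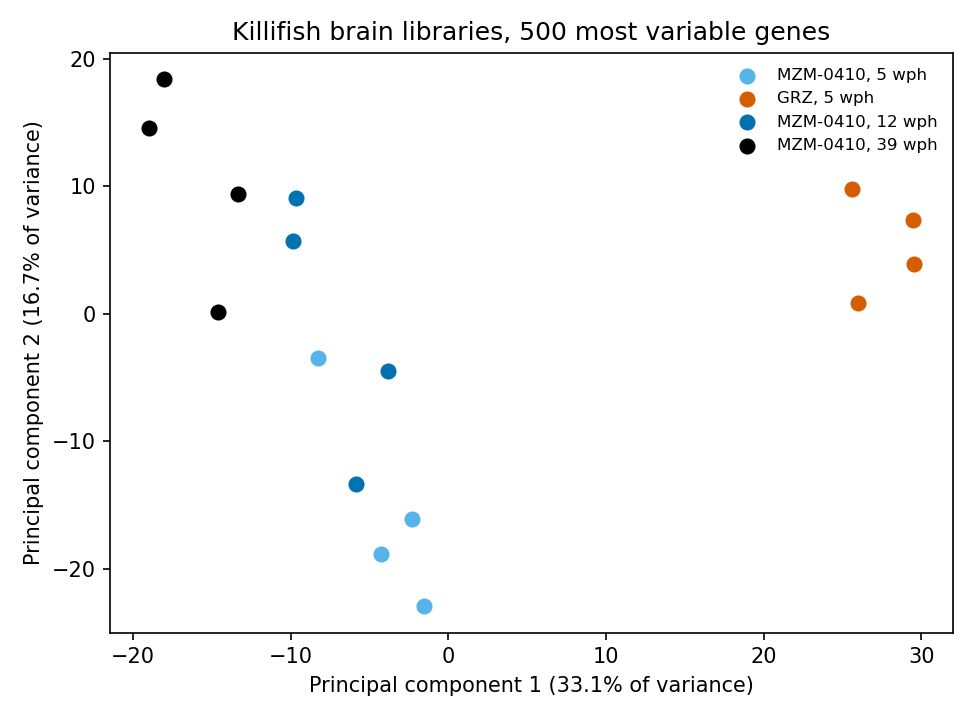
Principal components 1 and 2 of log2 CPM over 500 genes, with 1 point per library coloured by group and axes in component units. GRZ libraries lie between 25.6 and 29.6 on component 1, all MZM-0410 libraries at -1.57 or below.

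The first comparison asks what changes between young and adult fish. In the brain at 12 wph, most named genes induced by glucocorticoids and by neuronal activity were higher than at 5 wph, and most named genes of cell division were lower. FKBP5 (Nfu_g_1_021435), a co-chaperone of the glucocorticoid receptor that the hormone induces, rose 9.73-fold, from 66.0 ± 21.1 to 636 ± 87.3 CPM (SD, n = 4). The transcription factor KLF9 (Nfu_g_1_008967), another glucocorticoid target, rose 7.49-fold, and CDKN1A (Nfu_g_1_011849), which encodes the cell cycle inhibitor p21, rose 3.82-fold. MKI67 (Nfu_g_1_022855), a marker of dividing cells, decreased from 57.2 ± 4.24 to 24.2 ± 2.49 CPM (SD, n = 4).

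Of 26 named glucocorticoid response genes, 20 rose, 1 fell and 5 did not pass the threshold, and adjusted over the list alone 21 rose and 1 fell. FKBP5 changed by 3.28 ± 0.18 on the log2 scale (SE, n = 4 per group, adjusted p = 6.81e-06), KLF9 by 2.91 ± 0.20 (adjusted p = 2.28e-05) and CDKN1A by 1.93 ± 0.09 (adjusted p = 1.67e-06). Of 26 named immediate early genes, which respond to stimulation within minutes, 19 rose and none fell, and adjusted over the list alone 23 rose; 11 rose without 5 wph replicate 12, and 1 fell without 12 wph replicate 1. FOSB, a subunit of the AP-1 transcription factor, rose from 13.6 ± 3.89 to 70.6 ± 14.9 CPM (log2 fold change 2.41 ± 0.19, adjusted p = 4.56e-05), and CSRNP1, NR4A3 and MCL1 rose by log2 values of 1.36, 1.29 and 1.09. Both lists were written after part of a result table of the study had been read, so that their counts are not independent evidence. Of 16 named genes of p53 signalling and senescence 12 rose and 2 fell (13 and 2 adjusted over the list alone), with SESN1 (1.01 ± 0.08, adjusted p = 4.56e-05), TP53INP2 (1.03 ± 0.09) and CDKN1B (1.08 ± 0.11) beside CDKN1A. None of them fell without 5 wph replicate 11 or 14 or 12 wph replicate 3 or 4, and 1 fell without any other single library. Of 27 heat shock and chaperone genes 9 rose, none fell and 18 did not pass, and the count adjusted over the list alone was also 9. Among those that rose were the J-domain co-chaperone DNAJA4 (1.77 ± 0.15, adjusted p = 4.61e-05) and HSP90AA1 (0.55 ± 0.07, adjusted p = 0.000989).

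Clock genes moved in both directions, although the fish were killed at the same hour. Of 21 named members 12 rose, or 6 without 5 wph replicate 11 or 14, and 4 fell (13 and 6 adjusted over the list alone). The repressor gene PER3 fell by 0.75 on the log2 scale (SE 0.08, adjusted p = 0.000295), and NR1D2, which encodes a nuclear receptor that represses clock genes, rose by 1.44 ± 0.16 (adjusted p = 0.000424). Of 18 named markers of endothelium and pericytes 6 rose, or 3 without 5 wph replicate 14, and none fell, and adjusted over the list alone 14 rose and 1 fell. They included SLC2A1, the glucose transporter of the blood-brain barrier (0.64 ± 0.08, adjusted p = 0.00104), and the VEGF receptor gene KDR (0.63 ± 0.10, adjusted p = 0.00229). Of 25 genes for proteins of the small ribosomal subunit 2 rose and none fell, also when adjusted over the list alone. These were RPS25 (0.23 ± 0.06, adjusted p = 0.0349) and RPS2 (0.24 ± 0.06, adjusted p = 0.0371), and RPS25 missed the threshold without any of 6 single libraries and RPS2 without any of 7 (adjusted p up to 0.0898 and 0.107). None of 33 genes of the large subunit, of 9 genes of the 20S proteasome core or of 16 genes of its 19S regulator passed the threshold. All 9 core genes and 15 of the 16 had negative values, and 1 core gene, PSMA6 (Nfu_g_1_017512; -0.42 ± 0.12, adjusted p = 0.0636), fell when adjusted over the list alone, and over all genes without 5 wph replicate 11. It is named after its values had been seen.

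Of 41 named cell cycle genes 28 fell, none rose and 13 did not pass, and adjusted over the list alone 36 fell. MKI67 fell by 1.23 on the log2 scale (SE 0.09, adjusted p = 2.47e-05). The kinetochore gene CENPF fell by 0.89 (SE 0.09, adjusted p = 0.000203), RRM2 for a subunit of ribonucleotide reductase by 1.03 (SE 0.11, adjusted p = 0.000215) and the mitotic kinesin gene KIF11 by 1.29 (SE 0.14, adjusted p = 0.000306). Of 27 genes for histones and DNA packaging 12 fell and none rose (15 fell adjusted over the list alone). These were 6, 5 and 6 without 5 wph replicates 12, 14 and 15 and 7, 7 and 6 without 12 wph replicates 1, 3 and 5. They included the condensin genes SMC2 (-1.02 ± 0.16) and SMC4 (-0.66 ± 0.07) and the DNA methyltransferase gene DNMT3A (-0.76 ± 0.08, adjusted p = 2e-04). Of 28 markers of neural progenitors and immature neurons 10 fell and 1 rose (21 and 2 adjusted over the list alone; none rose without 5 wph replicate 12, 14 or 15 or 12 wph replicate 1 or 4), with SOX11 (-0.74 ± 0.09, adjusted p = 0.000771), SOX4 (-0.67 ± 0.11) and HES6 (-0.68 ± 0.10) as examples.

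In total 774 genes were higher and 372 lower at 12 wph of 17366 tested (edgeR quasi-likelihood test), of which 153 and 36 changed more than 2-fold. For 2513 genes, or 14.5%, the libraries of the groups did not overlap, against 2.86% by chance. The count of higher genes dropped to 486 without MZM-0410 5 wph replicate 14. The count of lower genes dropped to 232, 213, 164 and 213 without 5 wph replicates 11, 12, 14 and 15, and to 205 and 243 without 12 wph replicates 3 and 5.

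**Figure D2:**
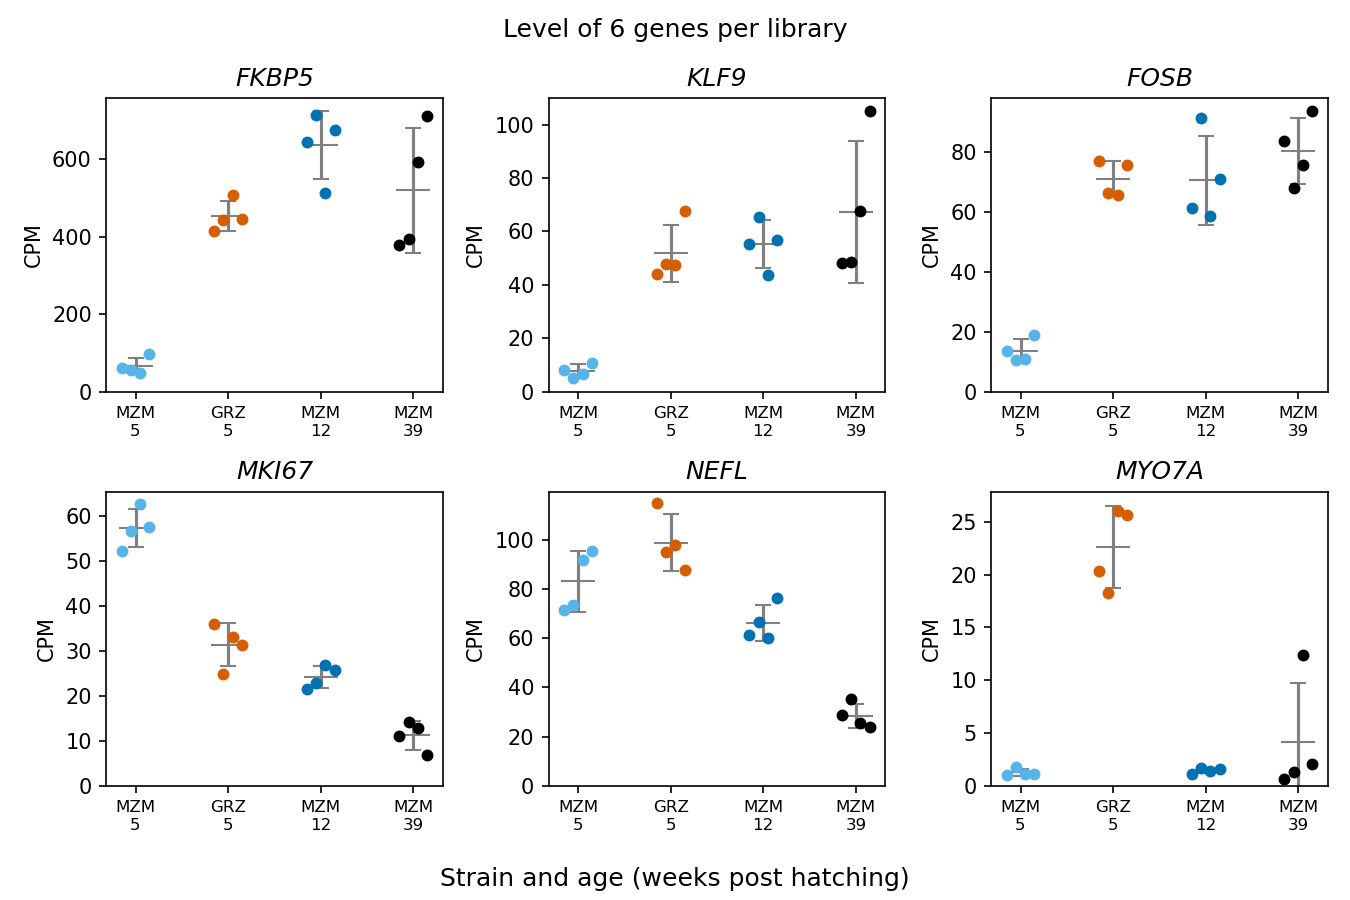
CPM of 6 genes in each library (points, n = 4 per group), with the mean as a line and the SD as a bar, by strain and age in wph. FKBP5, KLF9 and FOSB lie lowest in MZM-0410 at 5 wph (means 66.0, 7.73 and 13.6), MKI67 decreases with age (57.2, 24.2 and 11.1), and MYO7A is high in GRZ (22.6) and in 1 library of 39 wph (12.4).

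The second comparison asks what changes between adult and old fish. At 39 wph most named neuron markers and genes of chaperones and ATP synthase were lower than at 12 wph, and so were 5 of 12 myelin genes and 15 of 41 cell cycle genes. NEFL (Nfu_g_1_006470), the light neurofilament subunit of axons, decreased from 66.2 ± 7.41 to 28.4 ± 4.98 CPM, and UGT8, an enzyme of myelin lipid synthesis, from 65.8 ± 15.1 to 33.2 ± 7.15 CPM (SD, n = 4). Of 26 immediate early genes 10 were higher, with EGR1 at 116 ± 4.53 CPM against 69.9 ± 11.1.

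Of 18 named neuron markers 12 fell, or 7 without 39 wph replicate 6, none rose and 6 did not pass (15 and 1 adjusted over the list alone). NEFL fell by 1.22 on the log2 scale (SE 0.12, adjusted p = 0.00337), and NEFM and NEFH, the medium and heavy subunits, fell by 0.77 each (SE 0.09 and 0.10, adjusted p = 0.00385 and 0.00529). GAD1, which encodes an enzyme of GABA synthesis, fell by 0.43 (SE 0.06, adjusted p = 0.00529). Genes of synaptic transmission went both ways: of 46 named 9 rose and 6 fell (10 and 11 adjusted over the list alone), or 3 and 3 without 39 wph replicate 6. Of 12 markers of oligodendrocytes and myelin 5 fell and none rose (7 adjusted over the list alone), with MBP for myelin basic protein (-0.95 ± 0.16, adjusted p = 0.00906) and UGT8 (-0.99 ± 0.18, adjusted p = 0.0112). UGT8 missed the threshold with 12 wph replicate 1 and 39 wph replicate 9 left out together (adjusted p = 0.0588). Of 28 progenitor markers 9 fell and none rose (10 and 1 adjusted over the list alone; 1 rose without 12 wph replicate 5), led by VIM (-1.43 ± 0.20, adjusted p = 0.00529). Of 41 cell cycle genes 15 fell and none rose (23 and 1 adjusted over the list alone), or 9 without 12 wph replicate 3 or 5 and 6 without 39 wph replicate 6, with CENPF at -1.07 ± 0.15 (adjusted p = 0.00529), PLK1 at -1.28 ± 0.19 (adjusted p = 0.00588) and MKI67 at -1.12 ± 0.19 (adjusted p = 0.00912).

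Of 27 chaperone genes, of which 9 had risen from 5 to 12 wph, 18 fell, 1 rose and 8 did not pass (20 and 1 adjusted over the list alone). HSPA4L and HSPA4, nucleotide exchange factors of HSP70, fell by 0.49 each (SE 0.05 and 0.06, adjusted p = 0.00337 and 0.00385), and HSP90AA1 fell by 0.58 (SE 0.07, adjusted p = 0.00425). All 10 named genes of ATP synthase had negative values, and 7 of them fell (10 adjusted over the list alone), or 4 without 12 wph replicate 3 or 5 or 39 wph replicate 6, 9 or 10, with ATP5A1 for the alpha subunit at -0.52 ± 0.08 (adjusted p = 0.00642) and ATP5G3 at -0.74 ± 0.14 (adjusted p = 0.0129). Of 8 genes of respiratory complexes III and IV 4 fell and none rose (6 adjusted over the list alone), with COX5A at -0.54 ± 0.08 (adjusted p = 0.00744) and CYC1 at -0.39 ± 0.07 (adjusted p = 0.0125). In the proteasome 2 of 9 core genes and 3 of 16 genes of the 19S regulator fell (3 and 9 adjusted over the list alone), and none rose. No proteasome gene fell without 39 wph replicate 6. The core genes that fell were 1 without 12 wph replicate 3, 4 or 5 or 39 wph replicate 9 and none without 39 wph replicate 10, and those of the regulator were 1 without 12 wph replicate 4 or 5 or 39 wph replicate 9 or 10 and 5 without 39 wph replicate 8. The values were small, as for PSMA2 (-0.32 ± 0.07, adjusted p = 0.0222) and PSMD2 (-0.35 ± 0.07, adjusted p = 0.0158), and PSMD2 missed the threshold without 39 wph replicate 6 (adjusted p = 0.0548). PSMA2 missed it without 12 wph replicate 5 (0.0585), 39 wph replicate 6 (0.0522) and 39 wph replicate 10 (0.051), and with counts thinned to the smallest library (0.0919).

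Of 26 immediate early genes 10 rose, or 5 without 12 wph replicate 5 or 39 wph replicate 6, and none fell (13 adjusted over the list alone). NR4A1, an orphan nuclear receptor, rose by 1.33 ± 0.16 (adjusted p = 0.00423), EGR1 by 0.74 ± 0.10 (adjusted p = 0.00439) and FOS by 0.89 ± 0.13 (adjusted p = 0.00568). Of 26 glucocorticoid response genes 4 rose and 1 fell (6 and 4 adjusted over the list alone), while none fell without 39 wph replicate 6 and 4 fell without 39 wph replicate 10. Those that rose included the receptor genes themselves, NR3C1 (0.36 ± 0.06, adjusted p = 0.00873) and a copy of NR3C2 (Nfu_g_1_007124; 0.59 ± 0.08, adjusted p = 0.00481). Further genes with small p were ZNF395 (0.84 ± 0.09), the ubiquitin ligase gene MYLIP (0.71 ± 0.07) and NEBL (0.55 ± 0.06), each higher, and NRG1, a growth factor of the neuregulin family (-0.81 ± 0.09) and ADAM23 (-0.52 ± 0.06), each lower, all with an adjusted p of 0.00337. SQLE, which encodes squalene epoxidase of cholesterol synthesis, fell by 1.84 (SE 0.29, adjusted p = 0.00801). Markers of skeletal muscle were also lower, 5 of 10 named (6 lower and 1 higher adjusted over the list alone), and varied widely at 12 wph: the fast troponin gene TNNI2 was at 0.852 ± 0.543 CPM against 10.9 ± 9.09 (SD, n = 4; adjusted p = 0.0174). Without 39 wph replicate 6 its adjusted p was 0.0588, and none of the 10 markers passed the threshold. The lower markers were 3, 3 and 2 without 12 wph replicates 1, 3 and 5 and 3, 2 and 2 without 39 wph replicates 8, 9 and 10.

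In total 700 genes were higher and 1034 lower at 39 wph of 17980 tested (edgeR), of which 32 and 110 changed more than 2-fold, and 3161 genes, or 17.6%, did not overlap between the groups (2.86% by chance). The higher count dropped to 439 and 368 without 12 wph replicates 3 and 5, and to 222, 369 and 366 without 39 wph replicates 6, 9 and 10. The lower count dropped to 614 and 662, and to 386, 625 and 676, without the same libraries in turn.

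Between young and old fish, the widest age span, more genes passed the threshold than in either step. Most neuron markers and most named genes of cell division, myelin, the proteasome and the respiratory chain were lower at 39 wph than at 5 wph, and most named immediate early, glucocorticoid and microglial genes were higher. MKI67 was at 11.1 ± 3.22 CPM against 57.2 ± 4.24, and CENPF at 17.4 ± 3.63 against 67.6 ± 2.15 CPM (SD, n = 4). Of 17938 genes tested 2203 were higher and 2257 lower (edgeR), 311 and 306 of them more than 2-fold, and 4781, or 26.7%, did not overlap (2.86% by chance).

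Of 41 cell cycle genes 34 fell and none rose (37 adjusted over the list alone). MKI67 fell by 2.36 (SE 0.17, adjusted p = 8.16e-06), CENPF by 1.96 (SE 0.12, adjusted p = 5.57e-06) and the spindle assembly gene TPX2 by 2.11 (SE 0.15, adjusted p = 8.71e-06). Of 27 genes for histones and DNA packaging 19 fell and none rose (24 adjusted over the list alone), with SMC4 (-1.29 ± 0.08, adjusted p = 5.57e-06), H2AFV (-1.38 ± 0.09, adjusted p = 7.12e-06) and H1F0 (-1.49 ± 0.12). Of 28 progenitor markers 18 fell and 1 rose (20 and 2 adjusted over the list alone; none rose without 5 wph replicate 12), with SOX11 at 21.9 ± 2.20 CPM against 54.5 ± 1.99 (adjusted p = 5.58e-06) and DPYSL3, a regulator of growing axons, at -0.61 ± 0.06. MEX3A, for an RNA-binding protein of stem cells, fell by 1.12 (SE 0.07, adjusted p = 5.57e-06).

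Of 18 neuron markers 15 fell and 1 rose (16 and 1 adjusted over the list alone). NEFM fell by 1.02 (SE 0.08, adjusted p = 1.81e-05), NEFL (Nfu_g_1_006470) by 1.55 (SE 0.13, adjusted p = 2.34e-05) and INA, another neuronal intermediate filament, by 0.93 (SE 0.08, adjusted p = 2.6e-05). Of 46 genes of synaptic transmission, in contrast, 13 rose and 10 fell (13 and 12 adjusted over the list alone). Of 12 myelin genes 7 fell and 1 rose, with the same numbers adjusted over the list alone. CNP, for an enzyme of myelinating cells, fell by 0.99 (SE 0.09, adjusted p = 4.04e-05). Of 5 named markers of microglia and macrophages 3 rose, also adjusted over the list alone: CD68, a lysosomal protein of macrophages (1.28 ± 0.18, adjusted p = 0.000517), APOE (0.59 ± 0.11, adjusted p = 0.0019) and SLCO2B1 (0.76 ± 0.19, adjusted p = 0.0116), while ITGB2 was at -0.12 ± 0.10 (adjusted p = 0.431). Of 10 muscle markers 5 were lower and none higher, also adjusted over the list alone, with TNNI2 at -4.30 ± 0.50 (adjusted p = 0.000142).

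Of 9 proteasome core genes 6 fell and of 16 genes of the 19S regulator 10 fell, and none rose (7 and 12 adjusted over the list alone). Those of the regulator were 6 and 5 without 5 wph replicates 14 and 15 and 6 without 39 wph replicate 6 or 9. PSMB2 changed by -0.49 ± 0.10 (adjusted p = 0.00511), PSMA2 by -0.35 ± 0.08 (adjusted p = 0.00693) and PSMD2 by -0.47 ± 0.07 (adjusted p = 0.000977). Of 10 ATP synthase genes 9 fell and none rose (9 and 1 adjusted over the list alone; 1 rose without 5 wph replicate 15), as ATP5A1 at -0.65 ± 0.07 (adjusted p = 8.89e-05). Of 8 genes of complexes III and IV 7 fell and 1 rose, also adjusted over the list alone (none rose without any single library but 5 wph replicate 11), as CYC1 at -0.62 ± 0.08 (adjusted p = 0.000314). Ribosomal protein genes went both ways by small amounts. In the small subunit 8 of 25 rose and 2 fell (9 and 3 adjusted over the list alone), as RPS25 (0.36 ± 0.06, adjusted p = 0.000833) and RPS9 (0.19 ± 0.05, adjusted p = 0.0124, but 0.0841 with 5 wph replicate 15 and 39 wph replicate 9 left out together). Those that rose were 5, 3, 4 and 5 without 5 wph replicates 11, 12, 14 and 15 and 5, 5 and 4 without 39 wph replicates 6, 9 and 10. Those that fell were 1 without 5 wph replicate 11 or 39 wph replicate 10 and none without 5 wph replicate 14 or 39 wph replicate 6. In the large subunit 3 of 33 rose and 2 fell (2 and 2 adjusted over the list alone), or 4 fell without 5 wph replicate 12 or 39 wph replicate 10, as RPL13 (0.24 ± 0.05, adjusted p = 0.00631) and RPLP2 (-0.43 ± 0.08, adjusted p = 0.00181).

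Of 25 immediate early genes 23 rose and none fell (24 adjusted over the list alone), and of 26 glucocorticoid response genes 21 rose and none fell (21 and 1 adjusted over the list alone), although 1 fell without 5 wph replicate 12 or 39 wph replicate 10. FOSB rose by 2.59 ± 0.16 (adjusted p = 5.57e-06) and NPAS4, which neuronal activity induces, by 1.34 ± 0.09 (adjusted p = 8.16e-06). FKBP5 rose by 2.99 ± 0.24 (adjusted p = 1.8e-05) and KLF9 by 3.18 ± 0.30 (adjusted p = 3.91e-05). The gene with the smallest p among named genes that rose was RTN4RL2, a Nogo receptor homologue (1.95 ± 0.10, adjusted p = 4.59e-06). GH1 for growth hormone, the single named pituitary marker, was at 135 ± 145 CPM against 7.70 ± 8.57 (4.29 ± 1.16, adjusted p = 0.0183). It missed the threshold without 5 wph replicate 12 (adjusted p = 0.0578) and without 5 wph replicate 14 (0.058).

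The last comparison sets GRZ, a strain with a shorter life than MZM-0410, against MZM-0410 at the same age of 5 wph. GRZ brains had higher levels of most named immediate early and glucocorticoid response genes and lower levels of most changed cell division genes. The unconventional myosin gene MYO7A (Nfu_g_1_018585), which acts in hair cells and photoreceptors, was at 22.6 ± 3.88 CPM in GRZ against 1.24 ± 0.372 in MZM-0410 (SD, n = 4). The unnamed gene Nfu_g_1_017550 was at 0.184 ± 0.0971 against 23.9 ± 0.936 CPM, and the unnamed gene Nfu_g_1_011306 at 19.1 ± 1.06 against 0.197 ± 0.229 CPM; both were chosen after their values had been seen.

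FKBP5 was higher in GRZ by 2.78 ± 0.16 on the log2 scale (adjusted p = 1.24e-06), KLF9 by 2.79 ± 0.21 (adjusted p = 8.17e-06) and FOSB by 2.40 ± 0.15 (adjusted p = 2.36e-06). Of 26 glucocorticoid response genes 16 were higher and 3 lower (18 and 3 adjusted over the list alone). Lower was 1 without MZM-0410 replicate 11 or 12 or GRZ replicate 3, and none without MZM-0410 replicate 15 or GRZ replicate 1 or 2. Of 26 immediate early genes 17 were higher and none lower (22 adjusted over the list alone). Of 16 genes of p53 signalling and senescence 11 were higher and 1 lower (13 and 1 adjusted over the list alone; none lower without MZM-0410 replicate 11 or 14 or GRZ replicate 1 or 2), with PLK2 at 0.80 ± 0.09 (adjusted p = 0.000232) and SESN1 at 0.69 ± 0.08 (adjusted p = 0.000399). Of 27 chaperone genes 10 were higher and none lower (15 adjusted over the list alone), or 5 without MZM-0410 replicate 12 and 19 without GRZ replicate 4, with DNAJA4 at 1.75 ± 0.21 (adjusted p = 0.000349) and DNAJB1 at 1.30 ± 0.26 (adjusted p = 0.00843). Endothelial markers were higher for 6 of 18 and lower for none (12 adjusted over the list alone), with a copy of MFSD2A, a lipid transporter of the blood-brain barrier, at 1.33 ± 0.16 (Nfu_g_1_007455, adjusted p = 0.000334).

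Of 41 cell cycle genes 15 were lower and 2 higher in GRZ (22 and 2 adjusted over the list alone), with 8 lower without MZM-0410 replicate 14 and 9 without GRZ replicate 2. MKI67 was at -0.88 ± 0.11 (adjusted p = 0.000341), RRM2 at -1.05 ± 0.13 (adjusted p = 0.00042) and CENPF at -0.83 ± 0.11 (adjusted p = 0.000446). TOP2A, whose topoisomerase acts in dividing cells, went the other way, from 63.4 ± 6.32 CPM in MZM-0410 to 135 ± 7.76 in GRZ (1.09 ± 0.08, adjusted p = 6.3e-06). Of 27 genes for histones and DNA packaging 5 were lower and none higher (10 adjusted over the list alone), or 3 without MZM-0410 replicate 12 or 15 or GRZ replicate 3 and 2 without MZM-0410 replicate 14 or GRZ replicate 2, with the condensin genes SMC2 at -0.97 ± 0.13 (adjusted p = 0.00082) and SMC4 at -0.40 ± 0.08 (adjusted p = 0.00607). Of 20 genes for collagens and matrix 6 were higher and 1 lower (9 and 2 adjusted over the list alone). Higher were 2 without MZM-0410 replicate 11 and 3 without MZM-0410 replicate 12, 14 or 15 or GRZ replicate 2. The copies of COL6A2 differed in direction, with Nfu_g_1_017821 at -1.32 ± 0.19 (adjusted p = 0.00111) and Nfu_g_1_020270 at 0.88 ± 0.21 (adjusted p = 0.0208). The latter missed the threshold without 5 wph replicate 11 or 15 of MZM-0410 or replicate 2 of GRZ (adjusted p = 0.0598, 0.0586 and 0.0557), and with counts thinned to the smallest library (0.0889).

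Other named genes with small p were RTN4RL2 (1.63 ± 0.11, adjusted p = 4.91e-06) and the translation factor gene EIF4G2 (Nfu_g_1_003937; 0.97 ± 0.07, adjusted p = 6.3e-06), both higher in GRZ. GAS7 (-0.87 ± 0.06), IGSF8 (-1.59 ± 0.14), the protease gene PRSS48 (-3.92 ± 0.34) and KLF11 (-1.43 ± 0.14) were lower, with adjusted p of 6.3e-06, 2.39e-05, 2.43e-05 and 6.02e-05. GH1 was at 39.3 ± 22.7 CPM in GRZ against 7.70 ± 8.57 (adjusted p = 0.0438), a call lost in DESeq2, in the fit of all 16 libraries and without 6 of the 8 single libraries (highest adjusted p 0.279).

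In total 979 genes were higher and 844 lower in GRZ of 17994 tested (edgeR). More than 2-fold differences were found for 259 and 156 genes and more than 4-fold ones for 69 and 43. In 3003 genes, or 16.7%, the libraries did not overlap (2.86% by chance). The higher count dropped to 599 and 650 without MZM-0410 replicates 12 and 14, and the lower count to 562 and 456 without MZM-0410 replicates 11 and 12 and to 485 and 537 without GRZ replicates 1 and 2. The lowest GRZ library was deeper than the deepest MZM-0410 library of this age, at 8.80 against 8.24 M counts.

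The difference between the strains was then set against the change from 5 to 12 wph, gene by gene. Among the 1141 genes past the threshold in 12 against 5 wph and tested in both, 82.8% had the same sign in GRZ against MZM-0410. Past the threshold in both were 289 genes higher in both, such as FKBP5, KLF9 and FOSB, 86 lower in both, such as MKI67, CENPF and RRM2, and 13 with opposite directions. Independent lists of these sizes would share 39.9 and 18.1 genes. Without MZM-0410 5 wph replicates 11, 12 and 14 in turn the genes higher in both were 187, 185 and 178. The genes lower in both were 52, 36, 37 and 55 without 5 wph replicates 11, 12, 14 and 15 and 56 without 12 wph replicate 3. Those with opposite directions were 7, 6, 5 and 6 without the same 5 wph replicates and 37 without GRZ replicate 4. Both comparisons use the same MZM-0410 libraries of 5 wph, which alone makes their values alike. In simulations without any effect, the 1141 genes with the smallest p had the same sign in 90.0%. Those genes are picked for noise and not by the threshold, so this share and the 82.8% are not on equal terms. Among those 1141 genes, on average 0.2 were higher in both and 0.2 lower in both with the strain comparison past the threshold. Without effects almost no gene passes the threshold, so these counts were small in advance. They do not show what the shared libraries add to the 289 and 86. Across 17286 genes, which are not independent replicates, r was 0.42 (0.55 in simulations without effects), and the covariance was 0.0548 against a simulated 0.0245, a difference of 0.0303. With the shared libraries split so that each comparison had its own 2, r was 0.21 on average (0.18 to 0.24), the covariance was 0.0395, and 84.1% of the genes past the threshold had the same sign.

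**Figure D3:**
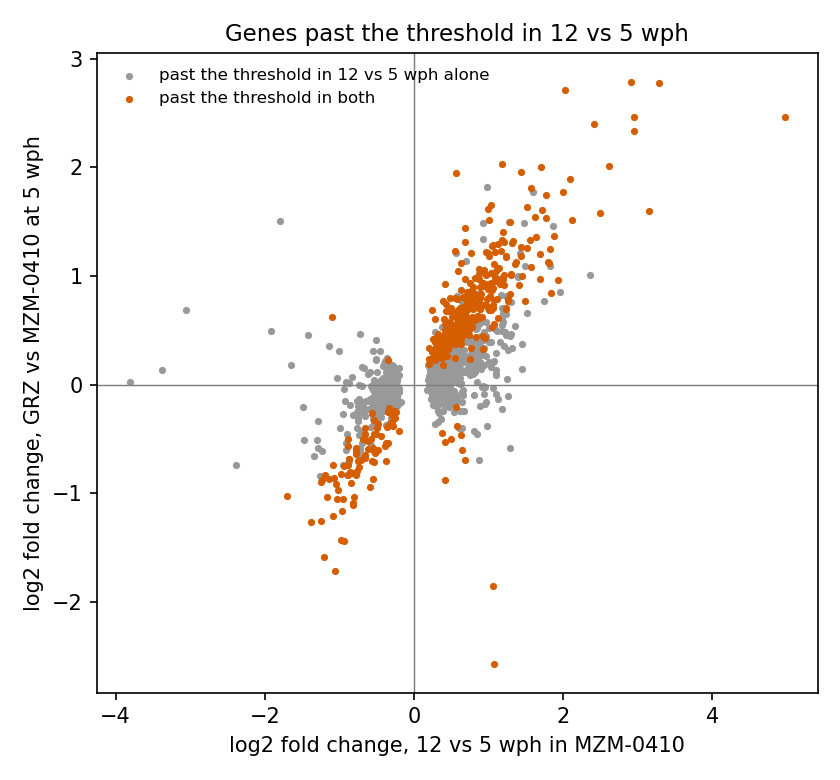
Log2 fold change of GRZ against MZM-0410 at 5 wph (vertical) against that of 12 against 5 wph in MZM-0410 (horizontal), with 1 point for each of 1141 genes past the threshold in the latter, coloured by whether they pass in both. Of these 82.8% have the same sign in both. In simulations without effects, the 1141 genes with the smallest p, chosen without the threshold, had the same sign in 90.0%.

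The same was asked of the age steps: whether genes changed from 5 to 12 wph went on or turned back from 12 to 39 wph. Of 1141 such genes 52.7% had the opposite sign in the second step. In simulations without effects, where the shared 12 wph libraries push the steps apart, 88.0% of the 1141 genes with the smallest p did. Those genes are picked for noise and not by the threshold, so the shares are not on equal terms. Among those 1141 genes, on average 0.1 rose and then fell and 0.2 fell and then rose with the second step past the threshold. Almost no gene passes the threshold without effects, so these counts were small in advance. They do not show what the shared libraries add to the counts that follow. Past the threshold in both steps were 104 genes that rose and then fell, such as HSP90AA1, 78 that fell in both steps, such as MKI67 and CENPF, 42 that rose in both and 16 that fell and then rose. Independent lists would give 46.2, 21.9, 30.9 and 14.7. The genes that rose and then fell were 69 without 5 wph replicate 11, 66 and 64 without 12 wph replicates 3 and 5, and 52 without 39 wph replicate 6. Those that fell in both were 42 without 5 wph replicate 14, 37, 43 and 36 without 12 wph replicates 3, 4 and 5, and 36 without 39 wph replicate 6. Those that rose in both were 26, 24 and 20 without 5 wph replicates 11, 12 and 14, 22, 17 and 11 without 12 wph replicates 3, 4 and 5, and 13, 21 and 24 without 39 wph replicates 6, 9 and 10. Without 12 wph replicates 4 and 5 these lie under the 23.1 and 12.6 of independent lists. Those that fell and then rose were 8 and 8 without 5 wph replicates 11 and 14, 9 and 9 without 12 wph replicates 3 and 5, and 6, 8 and 10 without 39 wph replicates 6, 9 and 10. With the 12 wph libraries split between the steps, 51.5% had opposite signs (46.9% to 56.1%). Past the threshold in both steps, an average of 18.8 genes then fell in both and 16.8 rose and then fell. Those that rose in both were 7.83 and those that fell and then rose 0.5. Which of these counts was the largest depended on the split. Genes that fell in both outnumbered those that rose and then fell in some splits, as 32 against 16. In others they did not, as 26 against 30. The covariance of the steps was -0.00897 against a simulated -0.0206, a difference of 0.0116, and r was -0.08. The sign turned with the 12 wph libraries split, to a covariance of 0.0140 and an r of 0.10 on average (0.04 to 0.20). The covariance was -0.0136, -0.0158 and -0.0227 without 12 wph replicates 1, 3 and 4, and -0.00355 and -0.0151 without 39 wph replicates 8 and 10.

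Of the genes followed in every comparison, MKI67 changed in all 4. GFAP, the intermediate filament of radial glia, passed the threshold in none, at log2 fold changes of 0.10 ± 0.11, -0.11 ± 0.17, -0.01 ± 0.13 and -0.03 ± 0.16 for 12 against 5, 39 against 12 and 39 against 5 wph and for the strains (adjusted p = 0.666, 0.74, 0.957 and 0.919). The second NEFL copy (Nfu_g_1_008939) was at -0.78 ± 0.20 in 39 against 12 wph (adjusted p = 0.0344) and at -1.18 ± 0.17 in 39 against 5 wph (adjusted p = 0.000564). The former call was lost without 12 wph replicates 3 (adjusted p = 0.0926) and 5 (0.0869) and without 39 wph replicates 6 (0.0855), 9 (0.0654) and 10 (0.0842). SQSTM1, the autophagy receptor p62, was at 22.3 ± 2.53 CPM at 5 wph and 38.9 ± 1.55 at 39 wph (0.79 ± 0.09, adjusted p = 0.000134). It was also higher at 12 than at 5 wph and higher in GRZ. Each of these calls was lost under 4 alternatives (highest adjusted p 0.0792 and 0.103). UBE2O was lower at 39 than at 5 wph, a call lost under 5 alternatives (highest adjusted p 0.143). HSPB1 was higher in GRZ, a call lost under 3 alternatives (highest adjusted p 0.0668). ATG2B rose from 5 to 12 wph (0.41 ± 0.07, adjusted p = 0.00346). PSMB6 (Nfu_g_1_018067; -0.39 ± 0.09, adjusted p = 0.00867), PSMD11 (Nfu_g_1_023106; -0.35 ± 0.07, adjusted p = 0.00411) and RPLP2 were lower and RPS6 higher (0.19 ± 0.05, adjusted p = 0.0128) at 39 than at 5 wph. The adjusted p of RPS6 was 0.0663 with 5 wph replicate 15 and 39 wph replicate 9 left out together. RPS20, RPL8, RPL21, RPL22L1 and PSMD5 passed the threshold in none of the comparisons.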

Values the study reported

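The study states that around 42 M reads were obtained per sample. It also states that 13,484 orthologues were assigned between the killifish and human proteomes.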

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

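The tests of explanations and the splits of the libraries given here were set down only after the results were seen. A value is listed here when 1 library of a group of 4 stood so far from the other 3 that the gap to the nearest exceeded Dixon's 95% limit. Chance puts about 1 in 20 groups on such a list, and 26 of the 499 sets of 4 values looked at, or 5.21%, are on it. The genes looked at are those that the rules for named genes allow, a set that replaced a larger one chosen by hand after a first look at its list.

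Among whole-library values these were the total of 8.24 M counts in MZM-0410 5 wph replicate 12 (others 3.93 to 4.63 M) and the position of 18.6 on component 3 of MZM-0410 12 wph replicate 1 (others -1.16 to 0.304). The other 24 are levels of single genes in CPM.

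In MZM-0410 at 5 wph, replicate 12 was high for PHOSPHO1 (15.2) and MYO7A (1.795), and replicate 15 was high for SESN1 (63.3) and EGR4 (46.3) and low for RPS2 (603). Replicate 11 was low for RPL8 (147) and high for GAS7 (154). At 12 wph, replicate 5 was high for NT5DC4 (55.6), RRM2 (13.6) and TP53INP2 (275), replicate 3 for DNAJB5 (34.6) and ATP5A1 (172), and replicate 4 for NR3C2 (123). Replicate 4 was low for RPL22L1 (48.6) and replicate 1 for SMC2 (6.21). At 39 wph, replicate 9 was high for HIST1H1A (8.35) and H2AFX (1.86) and low for MYBPH (1.04). Replicate 8 was high for PSMA6 (23.2) and low for TRIM25 (3.83), replicate 10 was low for PSMA2 (37.4) and replicate 6 high for EGR1 (123). In GRZ, replicate 4 was high for KLF9 (67.8, others 44.0 to 47.8) and low for DNAJA4 (93.2, others 189 to 196).

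The low level of immediate early and glucocorticoid response genes in MZM-0410 at 5 wph was weighed first, over 49 members measured in all fits. Lower depth is argued against for replicate 12, which had 8.24 M counts and the lowest mean log2 CPM of the members, 4.81. At 12 wph, replicate 1 with 5.48 M counts had a mean of 5.87. For replicates 11, 14 and 15 of 5 wph, at 3.93 to 4.63 M counts, lower depth stays open. The median log2 fold change of 12 against 5 wph was 0.749 with counts thinned to the smallest library and 0.741 without. Thinning lowers all genes of a library alike and keeps the expected fold changes, so this value could hardly have fallen and does not decide. A state of only single fish is not decided by these members. In 4 of 4 libraries the mean log2 CPM was 4.81 to 5.03, against 5.53 to 6.25 in the other 12. The lists were partly chosen from this contrast, which favours genes low in every library of the group. Neither the place of the 4 libraries nor the size of the gap is therefore independent evidence. A handling condition shared by these 4 fish could not be told apart from age and strain: GRZ at 5 wph against MZM-0410 at 12 wph had a median of -0.147, and age and strain acting alike would give the same. The effects of age and of strain therefore stay open.

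The lower level of skeletal muscle genes at 39 wph was weighed next. Muscle carried over in varying amounts at dissection cannot be told apart from a change in the brain itself. The deviations of 10 members from their group means correlated at 0.182 on average, above 99.7% of 1000 random sets of matched level, but genes regulated together would correlate in either case. Both explanations therefore stay open.

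Genes more than 4-fold apart between the strains were weighed last, 112 in all. A reference closer to GRZ might account for some of the 69 genes higher in GRZ, which outnumber the 43 lower ones (exact binomial p = 0.0178). A mere loss of MZM-0410 reads would not place the 43 lower in GRZ. Reads shared between gene copies or overlapping genes were not examined, so the count of 43 does not decide. A state of the MZM-0410 libraries of 5 wph is argued against for most of these genes, since at 12 and 39 wph 23.0% of the gene and library pairs lay nearer to GRZ. For the rest it stays open: 22 to 32 of the 112 genes lay nearer to GRZ in each of these later libraries. In the 5 wph libraries of MZM-0410 these were 3 to 9. The 112 include FKBP5, KLF9 and FOSB. Sequence or regulatory differences between the strains stay open.

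For each comparison the 8 libraries were also divided into 4 and 4 in all 35 ways. The groups themselves gave 1146, 1734, 4460 and 1823 genes for 12 against 5, 39 against 12 and 39 against 5 wph and for the strains, and the highest other division gave 3, 3, 4 and 0. In each comparison 1 of 35 divisions was as large, which is the smallest share that 8 libraries can give. Chance assignment of the libraries is argued against at that level only. The other divisions mix the groups, which widens the spread within their parts and lowers their calls. No cause follows from the divisions.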

How the results depend on the processing

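Leaving out doubtful libraries together was chosen after seeing the data, and all other alternatives were fixed earlier. Of 310 values of named genes, 249 were past the threshold. Of these 233 kept direction and call under every fixed alternative other than leaving out 1 library, and 213 also without each single library. With libraries left out together 34 were lost, 11 of them under no other alternative, among them UGT8 (adjusted p = 0.0588 in 39 against 12 wph), RPS6 and RPS9 (0.0663 and 0.0841 in 39 against 5 wph). None of the 249 changed direction under any alternative, and 10 of the others passed the threshold under some alternative. Of all genes past the threshold, RLE kept 98.8% to 99.4%, no filter 89.9% to 93.4%, DESeq2 86.2% to 94.6%, 1 fit of all libraries 79.9% to 89.6% and thinning 63.6% to 76.2%, and none turned in direction. Without 1 library the total of genes past the threshold fell in every case but 1: without GRZ replicate 4 it rose to 2510 from 1823 (the cause was not tested).

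Without 1 library at a time, 12 against 5 wph gave 486 to 711 genes higher and 164 to 271 lower, 39 against 12 wph 222 to 654 and 386 to 966, 39 against 5 wph 1607 to 2070 and 1712 to 2235, and the strains 599 to 1265 and 456 to 1245. Leaving out together MZM-0410 5 wph replicate 15 and 12 wph replicate 1 gave 163 lower genes in 12 against 5 wph. Leaving out 12 wph replicate 1 and 39 wph replicate 9 gave 197 higher and 353 lower genes in 39 against 12 wph. Leaving out MZM-0410 replicate 12 and GRZ replicates 2 and 4 gave 631 and 513 between the strains. The correlation of strain and age changes was 0.208 with the shared libraries split, where each comparison also has fewer of them (the cause was not tested), and 0.344 to 0.497 without single libraries.

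Direction changed only for 18 values of genes not past the threshold, and the cause was not tested. In 12 against 5 wph the log2 fold changes became 0.000326 (RPL8) with no filter, 0.04 (RPL8), 0.0232 (PSMB6, Nfu_g_1_018067) and 0.146 (PSMB6, Nfu_g_1_020460) with thinning, and -0.0305 (GFAP), -0.0406 (RPL21), 0.036 (PSMB6, Nfu_g_1_018067) and 0.0255 (HSPB1) with libraries left out together. Without single libraries they ranged from -0.0477 to 0.169 (GFAP), -0.115 to 0.00846 (RPS20), -0.0444 to 0.0467 (RPL8), -0.0455 to 0.0733 (RPL21), -0.0707 to 0.045 and -0.167 to 0.0988 (the PSMB6 copies, the latter at -0.176 with libraries left out together) and -0.119 to 0.135 (HSPB1). In 39 against 12 wph PSMD11 (Nfu_g_1_019613) became -0.0284 with thinning, and the ranges were -0.181 to 0.0387 (GFAP), -0.00611 to 0.122 (RPS20) and -0.023 to 0.0431 (PSMD11). In 39 against 5 wph RPS20 became 0.00257 with RLE, 0.00149 with DESeq2, 0.000782 in 1 fit, 0.0198 with thinning and 0.00749 with libraries left out together. The ranges were -0.0862 to 0.128 (GFAP), -0.0374 to 0.0382 (RPS20) and -0.016 to 0.0992 (RPL22L1). Between the strains RPLP2 became -0.0192 with thinning, and with libraries left out together GFAP became 0.237, RPS6 -0.0296, PSMB6 (Nfu_g_1_020460) 0.068 and ATG2B -0.0643. The ranges were -0.198 to 0.119 (GFAP), -0.0123 to 0.0661 (RPS6), -0.00453 to 0.0739 (RPLP2), -0.205 to 0.0686 (PSMB6) and -0.102 to 0.15 (ATG2B). Tests of whole gene lists were not run, since 45.7% of the symbols were named. No paired analysis was possible because the groups of the 4 comparisons share no replicate numbers. GRZ at 5 wph and MZM-0410 at 12 wph, set against each other for 1 median only, share 3 numbers, and no paired fit was run for them.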

Other observations

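Some genes of insulin and FOXO signalling changed from 5 to 12 wph. Of 28 named genes of insulin, FOXO and mTOR signalling 11 rose, 2 fell and 15 did not pass (12 and 2 adjusted over the list alone). None fell without 5 wph replicate 11 or 12 or 12 wph replicate 4 or 5, and 1 fell without any other single library. The copies of IRS2, an adaptor of the insulin receptor whose gene FOXO factors induce, rose by log2 values of 1.57 ± 0.11 (Nfu_g_1_008662) and 1.08 ± 0.08 (Nfu_g_1_005777; SE, n = 4 per group, adjusted p = 2.47e-05 and 4.56e-05), and FOXO3 by 0.84 ± 0.08 (adjusted p = 0.000188). No test of an explanation was run for this part.

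Between 5 and 39 wph, genes of antigen presentation and the interferon response rose, 8 of 13 named, and none fell (9 adjusted over the list alone). NLRC5, an activator of MHC class I genes, rose by 1.22 ± 0.14 (adjusted p = 0.00014) and the antiviral gene RSAD2 by 1.89 ± 0.33 (adjusted p = 0.00169). Of 25 autophagy and lysosome genes 6 rose and none fell, also adjusted over the list alone, with the receptor genes NBR1 at 0.42 ± 0.05 (adjusted p = 0.000261) and OPTN at 1.14 ± 0.16 (adjusted p = 0.000434). That share of autophagy and lysosome genes is not above the 24.9% of all tested genes that passed in 39 against 5 wph. Named genes, which alone make up the list counts, passed more often than that. Genes of synaptic transmission went both ways, 13 of 46 higher and 10 lower (13 and 12 adjusted over the list alone). The scaffold genes SHANK2 (Nfu_g_1_010570; 0.62 ± 0.07, adjusted p = 7.9e-05) and BSN (0.40 ± 0.06, adjusted p = 0.000549) rose, and SYN1 for the vesicle protein synapsin fell by 0.46 (SE 0.06, adjusted p = 0.000177).

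MZM-0410 39 wph replicate 9 had 12.4 CPM of MYO7A against 0.603 to 2.08 in the other 3 libraries of its group. It also had 10.2 CPM of Nfu_g_1_011306, which was at 0.429 or below in the other MZM-0410 libraries and at 17.6 to 20.0 in GRZ, while Nfu_g_1_017550, nearly absent in GRZ, was at 24.9 CPM in it. Places were taken over 106 genes more than 4-fold apart, without overlap, between GRZ and MZM-0410 at 5 wph. The scale ran from 0 at the mean of the other MZM-0410 libraries of all ages to 1 at that of GRZ. The median place of replicate 9 was -0.00868, against -0.0564 to 0.0287 for the other 11. Between 0.25 and 0.75 lay 15 of the genes in replicate 9, against 9 to 25 in the others. For some genes the ends of the scale lie close, as for FKBP5 (390 and 453 CPM), and their places hardly tell the strains apart. GH1 was at 215 ± 240 CPM at 12 wph and 7.70 ± 8.57 at 5 wph (SD, n = 4; log2 fold change 4.97 ± 1.20, adjusted p = 0.0308), and the adjusted p was 0.0532 to 0.098 without any of 5 single libraries.

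The counts assigned to genes were 3.93 to 10.6 M per library. That is lower than the read number quoted from the study above, which refers to sequenced reads. Names were held here for 5369 genes. That is lower than the number of orthologues quoted from the study above.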
